A study of Arabidopsis thaliana with 10 samples. Its data were reported in "3D organization of regulatory elements for transcriptional regulation in Arabidopsis" (2023).

How the data were processed

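The series holds ChIA-PET libraries of *Arabidopsis* Col-0 shoots of 2-week-old seedlings, with 2 labelled replicates for each of 5 antibodies (10 samples). Per the labels and the study's methods, the authors cross-linked the tissue with EGS, a long-arm cross-linker, and then with formaldehyde, enriched chromatin with the antibody, joined nearby DNA ends through a biotinylated bridge linker and prepared libraries with Tn5 transposase. The authors ran ChIA-PET Tool V3 to remove linkers, map reads to the TAIR10 genome, remove redundant pairs and call clusters between given anchors, which were ChIP-seq peaks of the same factor. They combined the replicates of an antibody and kept loops with an FDR below 0.05 and a minimum number of PETs set by depth. The names of the deposited lists carry 4 library numbers for H3K4me3 and for H3K4me1, 3 for H3K27me3 and 2 for RNAPII and for H3K9me2, so the lists appear to pool unequal numbers of libraries, which bears on depth; how the numbers relate to the 2 labelled replicates was not given in the sources used here. The aligner settings and the version of the mapping step were not given in the sources used here.

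Each of the 5 deposited lists has 1 loop per line with both anchors. The deposited PET counts are whole numbers of pairs that join the anchors over the pooled replicates, with no normalization. The lowest PET count within and between chromosomes was 6 and 8 in the H3K4me3 list, 4 and 6 in the RNAPII list, 6 and 8 in the H3K4me1 list, 5 and 7 in the H3K27me3 list and 5 and 7 in the H3K9me2 list, so shares are not on a common footing across lists unless a common minimum is set. The authors also deposited the tag counts of the left and right anchor, adjusted p-values (FDR) for each loop, and the −log10 of the FDR, which is capped at 1000. The largest deposited FDR was 0.0499 in each list. These p-values are the authors' own and were used only to filter loops within a list. The total of uniquely mapped pairs per replicate was not read from these lists. The PETs in called loops ran from 101711 (H3K27me3) to 150731 (H3K4me1). They had passed the filter of each list and so do not measure its depth. Median tags per anchor differed more, from 444 (H3K9me2) to 4211 (H3K4me3). A loop present in one list and missing from another can therefore reflect depth or the PET minimum.

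Deposited coordinates were read as 1-based TAIR10 positions. Genes came from the TAIR10.1 annotation of NCBI RefSeq, whose 5 nuclear chromosomes have the same lengths as those of TAIR10. The mitochondrial sequence differs, so positions on it were not matched to genes. The annotation has 27444 protein-coding genes and 3917 pseudogenes on the nuclear chromosomes. Transposable element genes have no biotype of their own in it, so no list of them was made. The 5 loops with a mitochondrial anchor were left out of all comparisons and are described apart. Loops that join an anchor to itself (3 in the H3K4me3 list, 220 in the RNAPII list, 1094 in the H3K4me1 list, 807 in the H3K27me3 list and 62 in the H3K9me2 list) have no span and were kept out of the analyses of span, annotation, overlap and degree. They were counted in loop totals, and so in the denominators of interchromosomal shares, and in the PETs summed per gene. Anchors with only such a loop also counted for anchor genes. Median anchor widths were 955 bp for H3K4me3, 2065 bp for RNAPII, 2770 bp for H3K4me1, 3129 bp for H3K27me3 and 3368 bp for H3K9me2.

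Shares, given in percent, were computed from the deposited loops with exact Clopper-Pearson 95% intervals, and medians have order-statistic 95% intervals. Loops are not independent of each other, and both kinds of interval cover counting error only. The authors pooled the replicates and the files hold no values per replicate, so no spread between replicates enters any number and no p-value was computed between antibodies. The centromere was placed at the centre of the 1 Mb window (in steps of 100 kb) with the fewest protein-coding genes, and the pericentromere is the run of 500 kb windows around it with a gene density under 0.5 of the chromosome mean. On chromosome 2 this gave 3.4 to 5.9 Mb, close to a nuclear copy of mitochondrial DNA that carries annotated genes, so the limits there are approximate.

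Overlap between lists was compared with 1000 random circular rotations of one list against the other along each chromosome, with a two-sided empirical p whose smallest value is 0.0020. Gene lists were compared with 10000 random lists of the same size drawn from protein-coding genes matched on gene length decile and on arm or pericentromere, with a two-sided empirical p whose smallest value is 0.00020, adjusted by Benjamini-Hochberg over the 51 tests of 17 lists and 3 anchor classes (active, H3K27me3, H3K9me2). The smallest adjusted p this gave was 0.00068. Loops within a list were compared with 10000 random lists drawn from anchor genes of the same class matched on 3 classes of degree, adjusted over 26 tests, where the smallest adjusted p was 0.00087. Neither kind of random list was matched on the distance between members, so lists with neighbouring genes have p-values that are too small, and each test was repeated with 1 list member per 20 kb, chosen after seeing the data. Loops expected for a pair of chromosomes were computed from the number of anchors of the list on each chromosome.

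Of the gene lists, 11 were written out as genes: floral identity, meristem homeobox, circadian clock, nuclear photosynthesis, Polycomb and H3K27 demethylase, seed maturation, root, triterpene cluster, housekeeping reference, floral repressor and promoter genes from general knowledge, and the flowering genes that the study compiled from the literature. The other 6 were taken from the names and product text of the annotation: cytosolic ribosomal proteins, MADS-box, homeobox, cytochrome P450, histone and NBS-LRR genes. The product text rule found only 21 cytosolic ribosomal protein genes and the rule for histones was limited to core and linker histones (48 genes). The rule for homeobox genes took any product text with homeobox or homeodomain (208 genes). Members such as RVE1, KAN3 and GT2 are therefore not shown to be homeobox genes. All lists, tests and alternatives were fixed before the data were examined, except where the closing section says otherwise. Members were kept only if their locus is a protein-coding gene of the annotation that gives the symbol to no other locus. This dropped CRB, CRC and OLEO4 from the seed list and the non-coding COOLAIR and MAS from the flowering list. The meristem homeobox list also holds CUC1, CUC2, CUC3 and CLV3, which are not homeobox genes. Genes named in the text are those at the 5 anchors of highest degree per list, those at the 3 loops of highest PET count per list within (span of 20 kb or more) and between chromosomes, up to 4 members of each list with the most summed PETs in its main class, and a fixed set of flowering, clock, housekeeping and triterpene cluster genes. An anchor can hold several genes, and its loops and degree are then not shown to belong to the gene named. Partners of named genes, loops between list members, members that were exceptions to their list and the early response genes named in the closing section were chosen after their values were seen. The list of early response genes itself was written from general knowledge after the leading RNAPII hubs were known and before the values of its members were seen, and LOX2, EXO, VSP2 and HSFA4A, in a first draft of it, were left out at that stage.

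The scripts were tested on simulated data before use. Planted overlaps of 20% and 50% of anchors were recovered as 19.9% and 50.1%, and a planted overlap of 20% of loops as 20.0%. Of 200 random gene lists of 40 genes, 3% were called at an unadjusted threshold of 0.05, and of 200 lists with planted enrichment 94.5% were called. For contacts within lists, 0% of 40 random lists and 75% of 40 lists with planted partners were called.

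The alternatives were a common PET minimum of 6 within and 8 between chromosomes, 10 PETs or more, an FDR below 0.001, the 5000 loops of highest PET count, other rules for span, annotation, overlap and anchor genes, stricter hubs, long loops only, other matching of random lists, and 1 list member per 20 kb. The work used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, numba 0.67.0, matplotlib 3.10.9 and BLAST+ 2.17.0, the last to compare the sequences of anchors.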

Results

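ChIA-PET, which finds DNA contacts through sequenced tag pairs, was used to map loops in the shoots of 2-week-old *Arabidopsis thaliana* Col-0 seedlings. The method pulls down cross-linked chromatin with an antibody, joins DNA ends that lie close together, and sequences the joined pairs as paired-end tags (PETs). Antibodies against 5 targets were used: H3K4me3, which marks the start of transcribed genes; RNA polymerase II (RNAPII); H3K4me1, which marks the bodies of transcribed genes; H3K27me3, the mark of Polycomb repression; and H3K9me2, the mark of heterochromatin. Each antibody had 2 labelled replicates, so the 10 samples fall into 5 groups, and the deposited file of each group is a single list of loops called on the pooled data of the group. The lists held 59276 loops and 612472 PETs in all. The H3K4me3 list held 14465 loops with 120745 PETs, the RNAPII list 13633 loops with 127572 PETs, the H3K4me1 list 13355 loops with 150731 PETs, the H3K27me3 list 6310 loops with 101711 PETs and the H3K9me2 list 11513 loops with 111713 PETs. Because the replicates were pooled, no spread between replicates could be measured, no p-value was computed between antibodies, and intervals cover counting error only.

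The first question was what kind of loops each factor gave. The 3 active lists and the H3K27me3 list joined gene-rich chromosome arms within and between chromosomes. The called H3K9me2 loops lay almost wholly within a chromosome. RNAPII loops were interchromosomal in 42.2% of cases (5748 of 13633, exact 95% interval 41.3% to 43.0%), the highest share of the 5 lists. The share was 21.3% for H3K4me1, 20.4% for H3K27me3 and 8.61% for H3K4me3. Loops that join an anchor to itself are in these denominators, 1094 for H3K4me1 and 807 for H3K27me3, so the order of these 2 lists is not settled. In the H3K9me2 list only 50 of 11508 nuclear loops, 0.434% (0.323% to 0.572%), joined different chromosomes. This does not show a lack of contact between the heterochromatin of different chromosomes. H3K9me2 anchors had a median of 444 tags, against 1183 to 4211 in the other lists. In the study's contact maps, pericentromeres of different chromosomes interacted strongly. The single strongest RNAPII contact between chromosomes joined an anchor at 29803770 to 29809868 of chromosome 1 with the anchor of AT4G29780 on chromosome 4 (116 PETs), and the same chromosome 1 anchor met AT3G55430 (109 PETs) and the transcription factor gene NAC102 on chromosome 5 (100 PETs). The other lists had weaker leading contacts between chromosomes: 45 PETs in the H3K4me1 list, between the DNA damage kinase gene ATM and EMB3142, and 15 PETs in the H3K4me3 list, both between the ribosomal protein gene RPL4 and the histone gene HTB4 and between the antenna protein gene LHCB6 and the aquaporin gene PIP1A. Of the anchors just named, those of ATM, RPL4, HTB4, LHCB6 and PIP1A hold a further gene or genes. The interchromosomal shares rest on loops of modest statistical support. Among loops with a deposited FDR below 0.001 the share fell to 1.95% for RNAPII, 0.963% for H3K4me3, 0.894% for H3K27me3, 0.259% for H3K4me1 and 0.0988% for H3K9me2.

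**Figure D1:**
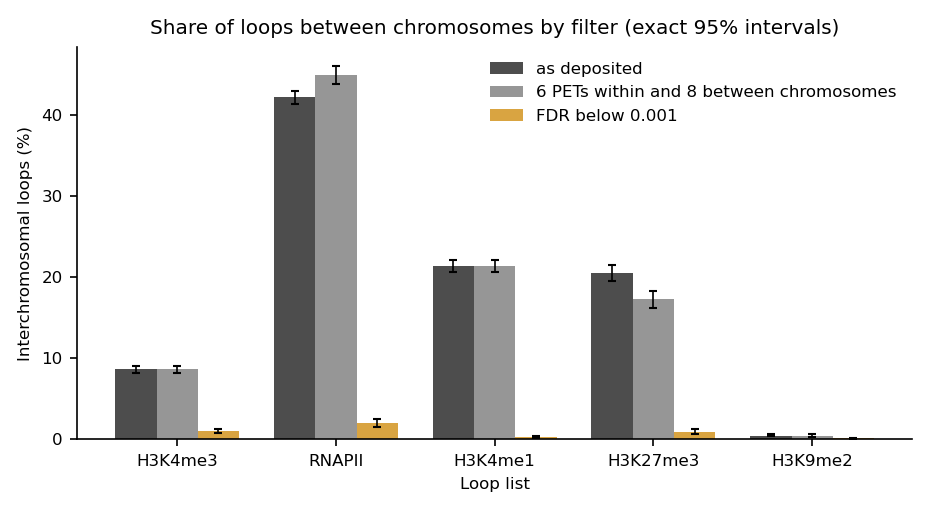
Bars give the percentage of nuclear loops that join different chromosomes in each loop list under the deposited filter, a common PET count minimum and a stricter FDR, with exact 95% intervals. RNAPII had the highest bar under each filter, 42.2% as deposited and 1.95% at an FDR below 0.001.

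The next comparison asked how far loops reach within a chromosome and where they lie. In bins of equal width on a log scale, active and H3K27me3 loops peaked under 100 kb and rose again above 1 Mb. Such bins are wider in kb at long spans: the H3K4me3 list had 81 loops from 100 to 178 kb and 286 from 1000 to 1778 kb. The second rise is therefore not shown to be a separate class, and spans were not recomputed at a stricter FDR. H3K9me2 loops had no second rise, with 85.0% under 100 kb and 14.5% from 100 kb to 1 Mb. The median span was 11.3 kb for H3K4me3 (95% interval 11.1 to 11.6 kb), 17.7 kb for H3K4me1, 23.9 kb for H3K9me2 and 24.3 kb for H3K27me3. The study described H3K9me2 loops with a median span above 100 kb, far longer than the 23.9 kb found here. The reason for the difference was not tested. RNAPII stood apart with a median of 529 kb (395 to 662 kb), since 44.7% of its loops spanned under 100 kb and 46.5% spanned over 1 Mb. Spans over 1 Mb made up 25.4% of H3K4me3, 30.1% of H3K4me1 and 22.1% of H3K27me3 loops, and 0.553% (63 of 11396) of H3K9me2 loops. The longest contacts of high PET count were RNAPII loops from the same chromosome 1 anchor, which met AT1G53210 across 9960 kb with 137 PETs and AT1G18740 across 23342 kb with 78 PETs. The RNAPII median lay in the sparse middle of its distribution on the log scale. It depended on the PET count minimum: at 6 PETs it was 102 kb, and at 10 PETs 41.4 kb.

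**Figure D2:**
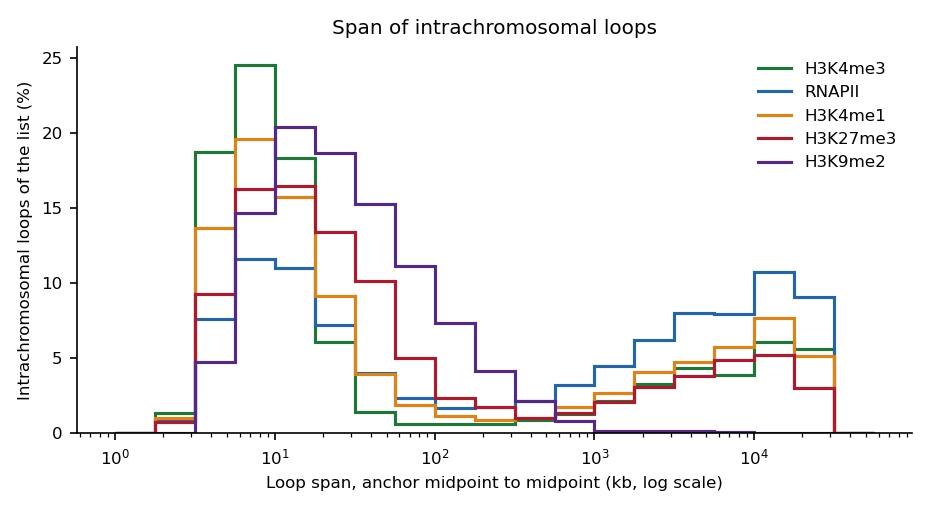
Lines give, for each loop list, the percentage of intrachromosomal loops in each bin of span, with the span from anchor midpoint to anchor midpoint in kb on a log scale. The H3K9me2 line has 1 peak, and the other lines have a second rise above 1 Mb, which is largest for RNAPII. Bins are of equal width on the log scale, so those of long spans take in more kb.

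Position along the chromosome divided the lists as sharply. Centromeres and pericentromeres were placed by gene density, and the pericentromeres so defined take up 15.1% of the nuclear genome. In the H3K9me2 list 91.5% of loops (10427 of 11396, 91.0% to 92.0%) had both anchors in a pericentromere. The shares for H3K4me3, RNAPII, H3K4me1 and H3K27me3 were 0.439%, 0.417%, 0.637% and 0.831%. Loops that crossed the centromere from arm to arm were 19.9% of the RNAPII list (19% to 20.8%), 12.9% of the H3K4me1 list, 11.8% of the H3K4me3 list and 8.83% of the H3K27me3 list, against 9 of 11396 H3K9me2 loops. The strongest H3K9me2 loops of 20 kb or more, with 174 and 161 PETs, lay between 14509015 and 14585734 on chromosome 1, close to the position of fewest genes at 14.85 Mb.

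The annotation of anchors was compared to learn which elements the loops join. Both anchors of most H3K4me3, RNAPII and H3K27me3 loops touched a promoter, most H3K4me1 loops had an anchor inside a gene and off its promoter, and most H3K9me2 loops joined DNA outside protein-coding genes. With a promoter that began 1 kb before a transcription start site (TSS) and ended 0.5 kb after it, and with any overlap counted, promoter-promoter loops made up 95.4% of the H3K4me3 list (13793 of 14462), 89.0% of the RNAPII list and 84.8% of the H3K27me3 list. In the H3K4me1 list 29.1% of loops were promoter-promoter and 70.6% (8659 of 12261, 69.8% to 71.4%) had at least 1 anchor inside a gene and off its promoter. When loops with such an anchor were left out of the denominator, promoter-promoter loops were 99.2% of the H3K4me1 list. H3K27me3 loops joined a promoter to intergenic DNA in 10.6% of cases, more often than H3K4me3 (1.17%), RNAPII (0.835%) or H3K4me1 (0.220%) loops. In the H3K9me2 list 79.7% of loops (9123 of 11446) were intergenic-intergenic, 17.8% promoter-intergenic and 1.49% promoter-promoter. The midpoint of the anchor lay a median of 402.5 bp downstream of the TSS of its gene for H3K4me3, 634.5 bp for H3K27me3, 1223 bp for RNAPII and 2087 bp for H3K4me1. In the same order, the medians were 15.5%, 37.1%, 60% and 55.6% of the gene length. RNAPII midpoints ranged from near the TSS into the gene body, with quartiles of 392 and 1971 bp. Those of H3K4me1 lay farther in, with quartiles of 1527.5 and 2842 bp. The promoter shares depended on how much of the anchor had to lie in the promoter. By the anchor midpoint, 32.0% of H3K4me3 loops and 0.367% of H3K4me1 loops were promoter-promoter. A wider anchor touches a promoter more easily, and no share expected from anchor width was computed.

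Annotated pseudogenes, many of which are remnants of transposons in this genome, were found at H3K9me2 anchors. Of 3917 pseudogenes, 2163 (55.2%, 53.6% to 56.8%) overlapped an H3K9me2 anchor, compared with 274 of 27444 protein-coding genes (0.998%). The 2 groups were not matched on arm or pericentromere, and 91.5% of H3K9me2 loops had both anchors in a pericentromere. The contrast therefore cannot be told apart from position. Between 0.817% and 2.68% of pseudogenes overlapped an anchor of any other list, lowest for RNAPII and highest for H3K27me3. Of the protein-coding genes, 39.4% overlapped an H3K4me3 anchor, 28.4% an H3K4me1 anchor, 24% an RNAPII anchor and 14.8% an H3K27me3 anchor.

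Anchors of different lists were then set against each other to ask whether the factors share loop ends. RNAPII anchors lay at H3K4me3 anchors, while H3K27me3 and H3K9me2 anchors kept apart from all active lists and from each other. Of the RNAPII anchors, 61.2% (2767 of 4519, 59.8% to 62.7%) overlapped an H3K4me3 anchor by at least 1 bp, against a mean of 24.6% after 1000 rotations of the lists against each other along the chromosomes. H3K27me3 anchors overlapped H3K4me3 anchors in 2.98% of cases against 32.1% after rotation, RNAPII anchors in 5.54% against 20.6%, H3K4me1 anchors in 5.45% against 32.2% and H3K9me2 anchors in 0.380% against 10.6%. No H3K9me2 anchor overlapped an H3K4me3 or H3K4me1 anchor, and 1 overlapped an RNAPII anchor. RNAPII anchors met H3K4me1 anchors less often than after rotation, 22.2% against 27.8%. Each of these differences had the smallest p that 1000 rotations can give, 0.0020. H3K4me1 anchors touched H3K4me3 anchors in 40.1% of cases against 30.1% (permutation p = 0.0020) and H3K4me3 anchors touched H3K4me1 anchors in 26.7% against 23.5% (permutation p = 0.052), but the shared stretch had a median of only 90 bp, and when 0.5 of the smaller anchor had to be covered the first share was 0.741% against 23.8%.

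**Figure D3:**
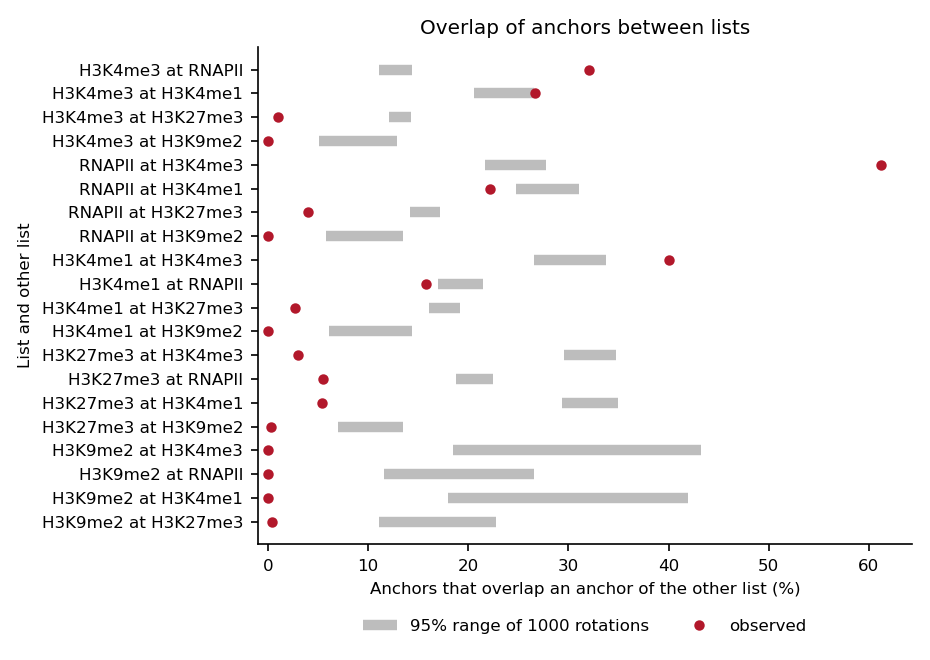
Points give the percentage of the anchors of the first list that overlap an anchor of the second by at least 1 bp, and grey bars the 95% range of the same percentage over 1000 rotations. RNAPII at H3K4me3 lies farthest above its range, at 61.2%, and every pair with H3K27me3 or H3K9me2 lies below its range.

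Whole loops were shared in the same pattern. In the RNAPII list 6.61% of loops (886 of 13413, 6.19% to 7.04%) had both anchors at both anchors of an H3K4me3 loop, 5.68 times the 1.16% found after rotation (permutation p = 0.0020, the smallest possible). Seen from the H3K4me3 list the share was 7.14% against 1.19%. Rotation moved anchors and loops together, so these comparisons also carry the overlap of anchors described above. Whether loops were shared beyond their shared anchors was not tested. RNAPII loops matched H3K4me1 loops in 0.723% of cases against 1.90%. H3K27me3 loops matched H3K4me3 loops in 3 of 5503 cases and H3K9me2 loops in 1, and no H3K9me2 loop matched a loop of an active list. H3K4me1 loops matched H3K4me3 loops in 5.06% of cases against 3.90% (permutation p = 0.0060), but seen from the H3K4me3 list the share was 4.18% against 3.90% (permutation p = 0.47), and the first share turned to 0.0163% against 2.44% when 0.5 of the smaller anchor had to be covered.

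Genes at anchors were counted to ask which genes take part in which network. A gene was called an anchor gene when at least 0.5 of an anchor, or 0.5 of the stretch from 1 kb upstream of its TSS to its end, was covered by the other. Of 27444 protein-coding genes, 15662 (57.1%, 56.5% to 57.7%) were anchor genes of at least 1 active list, 3812 (13.9%) of the H3K27me3 list and 246 (0.896%) of the H3K9me2 list, and 8150 (29.7%) of none. The active and H3K27me3 sets shared 420 genes, 11% of the H3K27me3 genes (10.0% to 12.1%). Flowering genes showed both kinds of place. FT, the mobile floral signal, FLC, a repressor of flowering, and VIN3, which acts on FLC in the cold, had H3K27me3 loops only, with 5, 10 and 9 loops. SVP, CO, GI, FRI and MED12 had active loops only, and SOC1, which integrates flowering signals, had an H3K4me3 loop, an H3K4me1 loop and 2 H3K27me3 loops, of which 1 joined it to the neighbouring AGL6. Under a looser rule of 1 bp in the promoter the shared part rose to 21.9% of H3K27me3 genes.

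Gene lists fixed beforehand were compared with random lists matched on gene length and on arm or pericentromere, which gives permutation p-values. Genes of the floral, meristem, seed and root lists were mostly anchor genes of the H3K27me3 list. Of 16 floral identity genes 15 were H3K27me3 anchor genes, against a mean of 1.64 in random lists (adjusted permutation p = 0.00068). AP1, which starts flower development, had 18 H3K27me3 loops, AG, which specifies stamens and carpels, had 14, the ovule gene STK 12 and CAL 10. The exception was AP3, which was at no anchor, and SEP4 was the only member that was also an active anchor gene. Of 13 meristem genes 11 were H3K27me3 anchor genes against 1.69 (adjusted permutation p = 0.00068), and none was an active anchor gene. STM, which keeps the shoot meristem undifferentiated, had 18 H3K27me3 loops, CUC2 18, KNAT6 15 and the stem cell regulator WUS 9. CUC1 and CUC3 were at no anchor. Of 13 root genes 12 were H3K27me3 anchor genes against 1.84 (adjusted permutation p = 0.00068), led by the root hair regulator RHD6 with 17 loops and the root stem cell regulator PLT2 with 14, and the endodermis gene SCR was the only active member. The root list also holds transporter and wall protein genes, such as IRT1 and EXPA7, with 3 and 5 H3K27me3 loops. Of 11 seed maturation genes 8 were H3K27me3 anchor genes against 1.75 (adjusted permutation p = 0.0012), among them the embryo regulators LEC2 with 11 loops and ABI3 with 8, whereas LEC1 was at no anchor. The storage protein genes SESA1 to SESA4 lie side by side at 1 anchor and so count as 4 members, and with 1 member per 20 kb 5 of 8 were H3K27me3 anchor genes against 1.19 (adjusted permutation p = 0.018).

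Gene families split in the same way. MADS-box genes were H3K27me3 anchor genes in 36 of 120 cases against 18.7 in random lists. For genes with homeobox or homeodomain in their product text the count was 65 of 208 against 27.5. For cytochrome P450 genes it was 79 of 248 against 33.3. Each of these lists had fewer active anchor genes than random lists, 25, 106 and 96 against 59.2, 130 and 151 (adjusted permutation p = 0.00068 for each of the 6 tests). Nuclear genes of photosynthesis went the other way. Of 44, 43 were active anchor genes against 19.9 (adjusted permutation p = 0.00068), and none was an H3K27me3 anchor gene against 8.20 (adjusted permutation p = 0.0023). LHCB6 had 86 H3K4me3 loops and 22 RNAPII loops, RCA, which activates Rubisco, had 50 and 10, and the antenna gene LHCA1 had 51 and 11. LHCB4.3 was at no anchor. Histone genes were active anchor genes in 30 of 48 cases against 17.3 (adjusted permutation p = 0.0012). NBS-LRR genes, which encode intracellular immune receptors, were active anchor genes in 102 of 141 cases against 116 (adjusted permutation p = 0.011), a difference that was lost when anchor genes were defined by 1 bp in the promoter (91 against 95.7, adjusted permutation p = 0.70) and with 1 member per 20 kb (66 against 73.8, adjusted permutation p = 0.11).

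**Figure D4:**
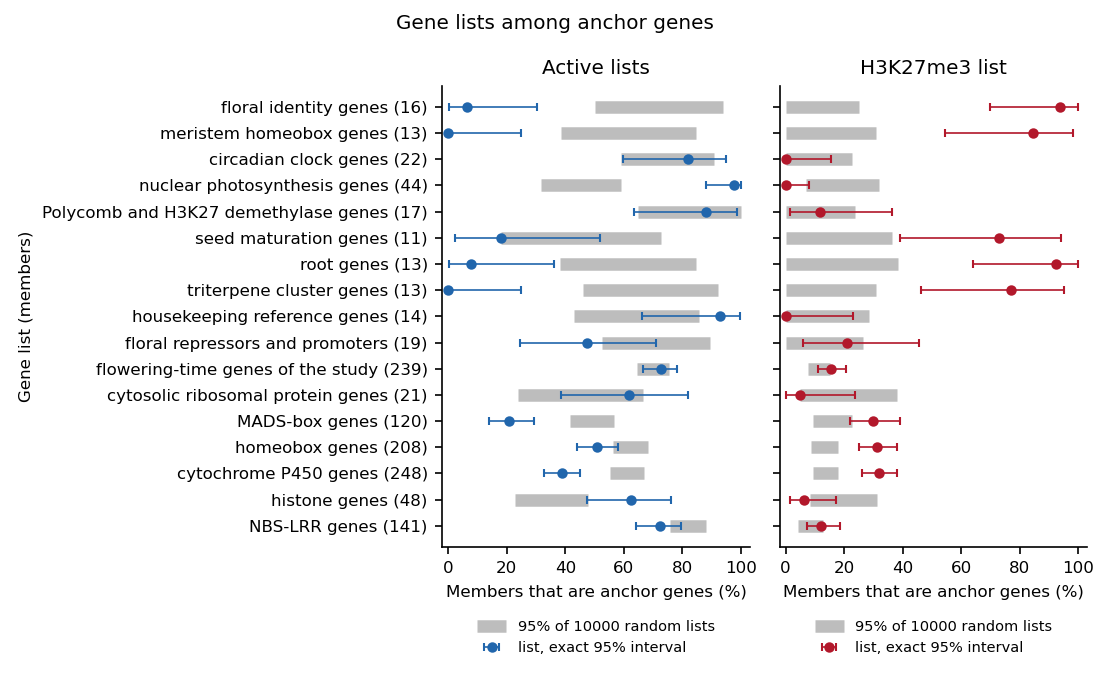
Points give the percentage of each gene list that are anchor genes of an active list (left) or of the H3K27me3 list (right), with exact 95% intervals, and grey bars the range of the middle 95% of 10000 matched random lists. The floral identity, meristem, seed, root and triterpene lists lie above the grey bar for H3K27me3, and the photosynthesis list lies above it for the active lists.

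Several lists did not pass the threshold against random lists. Circadian clock genes were active anchor genes in 18 of 22 cases against 16.3 (adjusted permutation p = 0.83) and never H3K27me3 anchor genes. The clock genes with most PETs were RVE4, with 29 H3K4me3 and 9 RNAPII loops, LNK2, with 20 RNAPII loops, RVE1 and LHY, and FKF1, ELF4, PRR9 and BOA were at no anchor. Polycomb and H3K27 demethylase genes were active in 15 of 17 cases against 14 (adjusted p of 1), with MEA and EMF1 at H3K27me3 anchors. Housekeeping reference genes were active in 13 of 14 cases against 8.95 (adjusted permutation p = 0.058), with ACT8 at no anchor, and the test passed at 6 PETs within and 8 between chromosomes (adjusted permutation p = 0.046) and with 1 bp in the promoter (adjusted permutation p = 0.040). UBQ10, a polyubiquitin gene, had 49 RNAPII loops. Cytosolic ribosomal protein genes were active in 13 of 21 cases against 9.43 (adjusted permutation p = 0.30). Of 19 floral repressors and promoters 9 were active against 13.6 (adjusted permutation p = 0.064) and 4 were H3K27me3 anchor genes against 2.13 (adjusted permutation p = 0.53).

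The list of 239 flowering genes compiled by the study was divided between the networks. It held 164 genes at active anchors only, 28 at H3K27me3 anchors only, 9 at both and 1 at an H3K9me2 anchor, and 37 at none. As a whole it did not differ from random lists, with 174 active members against 167 (adjusted permutation p = 0.53) and 37 H3K27me3 members against 26.8 (adjusted permutation p = 0.10). The members with most PETs were long genes in the H3K4me1 list: the chromatin remodeller gene SYD with 48 H3K4me1 loops, ASP1 with 48, the nuclear pore gene NUA with 34 and PHL with 29.

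Loops between members of one list were counted to ask whether genes of shared function meet. Many of the loops found joined neighbours, which weakens the excess over random lists, since the random lists of active or H3K27me3 anchor genes were of like degree (the number of other anchors joined) but not of like distance. The 43 active photosynthesis genes were joined to each other by 21 loops against a mean of 1.79 (adjusted permutation p = 0.00087), and many were neighbours: RBCS3B and RBCS1B, which encode the small subunit of Rubisco, were joined by 44 PETs across 6.58 kb in the H3K4me3 list and 15 PETs across 6.65 kb in the RNAPII list. Others were far apart: LHCB6 on chromosome 1 and PSBO2 on chromosome 3 were joined in both the H3K4me3 list (9 PETs) and the RNAPII list (7 PETs), and the RNAPII list joined LHCB1.3 on chromosome 1 to LHCA4 on chromosome 3 and LHCB3 on chromosome 5. With loops of 20 kb or more and interchromosomal loops alone, 11 loops stood against 3.22 (adjusted permutation p = 0.045), but against 5.35 when random genes were matched on 8 instead of 3 classes of degree (adjusted permutation p = 0.50), and with 1 list member per 20 kb 9 loops stood against 1.50 (adjusted permutation p = 0.060). Clock genes had 3 loops against 0.137 (adjusted permutation p = 0.012): CCA1 on chromosome 2 and LNK2 on chromosome 3 were joined by an RNAPII loop of 6 PETs, and the other 2 loops joined the neighbours PRR7 and RVE4. At 6 PETs within and 8 between chromosomes only those 2 were left and the test no longer passed (adjusted permutation p = 0.057). NBS-LRR genes were joined by 42 loops in the active lists against 4.41 and by 6 H3K27me3 loops against 0.436, P450 genes by 25 against 1.82 and by 18 H3K27me3 loops against 6.41, and histone genes by 5 active loops against 0.230. None of the 26 tests, of which 8 passed as first run, passed with 1 list member per 20 kb. Few loops were then left, and clock, P450 and histone genes had no active loop between members, below their random means. Other counts stayed above the random mean, with 4 active loops against 1.65 and 2 H3K27me3 loops against 0.207 for NBS-LRR genes and 5 H3K27me3 loops against 1.94 for P450 genes. Whether neighbours account for the whole excess was left open for NBS-LRR genes, for P450 genes at H3K27me3 anchors and for photosynthesis genes. No loop joined 2 members of the floral identity, meristem, root or seed lists at H3K27me3 anchors, where random lists had means of 0.155 to 0.378, too few to show a lack of contact.

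Triterpene clusters are groups of neighbouring genes that make 1 metabolite, mostly in roots. Of 13 cluster genes 10 were H3K27me3 anchor genes against 1.45 in random lists (adjusted permutation p = 0.00068) and none was an active anchor gene. Since cluster genes share anchors, 1 member per 20 kb was also tested, with 5 of 7 at H3K27me3 anchors against 0.80 (adjusted permutation p = 0.0015). The 9 loops between list members each joined genes of 1 cluster. In the thalianol cluster on chromosome 5, all 4 anchors from 19427534 to 19461587 were joined pairwise. The anchors of THAH and THAS1, the thalianol synthase gene, were joined by 101 PETs, THAA1 met THAH with 43 PETs, THAD with 34 and THAS1 with 26, and THAD met THAH with 43 and THAS1 with 16. The same 4 anchors were also joined to the anchor of XTH20 and its neighbours, with 22 PETs from THAA1, 11 from THAD, 27 from THAH and 39 from THAS1, so the loops went on past the cluster. THAA2, which lies at 19417020 to 19418657 beyond 2 other genes, was at no anchor. In the marneral cluster, MRN1 and CYP71A16 were joined by 360 PETs across 17.3 kb. On chromosome 4 the anchor of CYP705A1, PEN1 and CYP705A2 was joined to that of CYP705A3, the baruol synthase gene BARS1 and CYP705A4 by 485 PETs, the highest PET count between different anchors in the 5 lists. CYP716A1, SCPL1 and THAA2 were the members at no anchor.

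**Figure D5:**
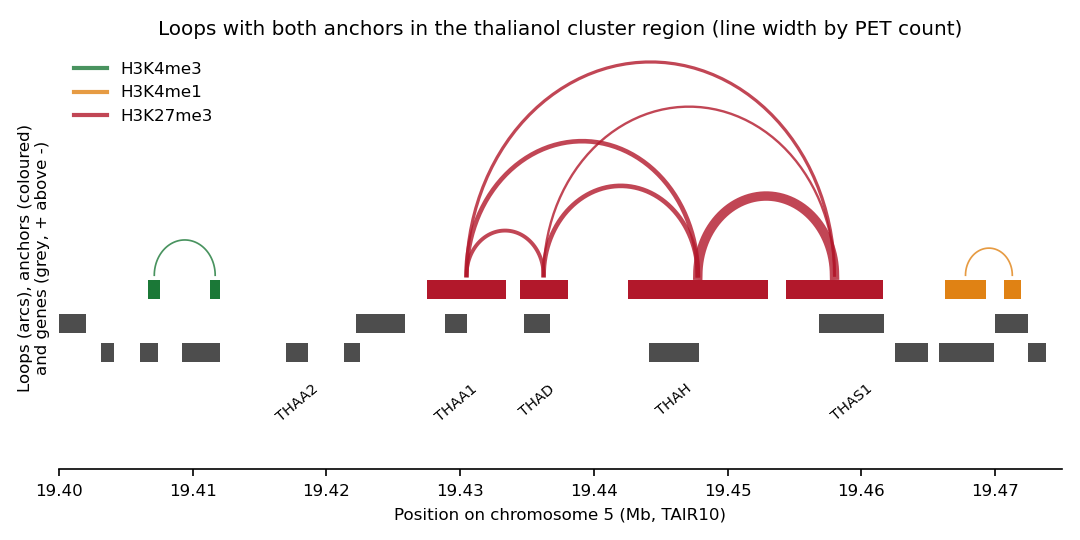
Arcs are loops with both anchors in the region of the thalianol cluster on chromosome 5, with the position in Mb on the horizontal axis, coloured by list and drawn wider for more PETs, over the anchors and the protein-coding genes of both strands. The 6 H3K27me3 loops join the anchors at THAA1, THAD, THAH and THAS1. Loops from these anchors to anchors outside the region are not drawn.

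Hubs, anchors joined to 5 or more others, were compared to see which genes collect loops. The lists had different kinds of leading hub. A degree belongs to an anchor, and several anchors hold genes beside the gene named. The LHCB6 anchor also held AT1G15830 and AT1G15825, that of RPL4 AT1G07310, that of PIP1A CYSC1 and that of ATM AT3G48195. The MYB79 anchor also held AT4G13490, that of TCP12 AT1G68810 and that of AS2 DEG3 and DEG4. In the H3K4me3 list the anchor of highest degree, 98, lay on chromosome 5 at 23558705 to 23563093 over FHIT, EMB3143, NdhN, a subunit of the plastid NADH dehydrogenase-like complex, and ABCB25, followed by LHCB6 with a degree of 86, the ribosomal protein gene RPL4 with 79 and PIP1A with 77. In the RNAPII list the anchor at 29803770 to 29809868 of chromosome 1 had a degree of 198, of which 126 were interchromosomal. It held no protein-coding gene by the rule used, and the annotation gives a tRNA gene (AT1G79240) and a transcribed pseudogene (AT1G79245) there. It was followed by AT1G61890, a MATE efflux gene, with 125 and AT1G78070, a WD40 repeat gene, with 95. The H3K4me1 hubs lay over very long genes: AT1G48090 with a degree of 120, ATM with 115, the midasin-like gene AT1G67120 with 86 and the growth regulator TOR with 68. H3K27me3 hubs were smaller, led by the glutaredoxin-like cluster AT4G15650 to AT4G15715 and by MYB79, with a degree of 26 each, followed by the branching gene TCP12 and the leaf polarity gene AS2 with 22 each. The leading H3K9me2 hub, with a degree of 80, lay at 9288 to 13202 of chromosome 2, and the next 4 lay over pseudogenes in pericentromeres. Hubs made up 55.1% of H3K9me2 anchors (1561 of 2833), 32.4% of RNAPII, 24.5% of H3K27me3, 22.0% of H3K4me1 and 14.1% of H3K4me3 anchors. These shares are not on a common footing, since PET minimums differ and the numbers of RNAPII and H3K9me2 hubs fell under other filters. Degree rose with the deposited tag count of the anchor, with a Spearman rho across anchors of 0.650 for H3K4me3, 0.858 for RNAPII, 0.765 for H3K4me1, 0.764 for H3K27me3 and 0.780 for H3K9me2; anchors are not independent replicates.

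The strongest loops of 20 kb or more and between chromosomes joined anchors of genes of varied function. Some anchors held further genes, such as AT1G07310 beside RPL4 and AT1G56520 beside WRR4. In the H3K4me3 list CH1, which makes chlorophyll b, and NPQ4, which dissipates excess light energy, on chromosome 1 were joined by 26 PETs across 22.0 kb, behind UGT71C4 and RPL4 with 33 PETs. In the H3K4me1 list AT1G67120 and SWEETIE were joined by 292 PETs across 26.5 kb. In the RNAPII list WRR4, an immune receptor gene, and AT1G56660 were joined by 79 PETs across 66.8 kb. In the H3K27me3 list the leading interchromosomal loop, with 35 PETs, joined the genes AT3G21940 to AT3G22000 on chromosome 3 to the STK anchor on chromosome 4, and the branching regulator BRC1 on chromosome 3 was joined to AT1G05280 and its neighbours by 28 PETs.

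The part of the genome under loops of each class was measured to ask whether active, Polycomb and heterochromatic regions occupy separate stretches. Loops of the active lists that spanned under 1 Mb together covered 85.3% of the nuclear genome (102 Mb), H3K27me3 loops 51.8% (61.8 Mb) and H3K9me2 loops 19.4% (23.1 Mb). Active and H3K27me3 loops overlapped over 50.8% of the genome, nearly all of the H3K27me3 part. With coverages this large much of that overlap would arise wherever the loops lie, and no expected overlap was computed. It therefore cannot show whether active and Polycomb regions are separate. By connectivity and contact frequency, the study instead divided the genome into active, repressive, heterochromatic and mixed domains. H3K9me2 loops overlapped active loops over 6.23% and H3K27me3 loops over 2.36%. Coverage followed the span limit: with loops under 100 kb it was 65.8%, 24.5% and 14.5%.

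Pairs of chromosomes were compared to ask whether contacts between them were even. For RNAPII the number of loops lay within 0.771 to 1.11 times the number expected from the anchors of each chromosome for all 10 pairs, lowest for chromosomes 2 and 3 (312 loops, 95% interval 0.689 to 0.858). For H3K27me3 the ratios ran from 0.805 to 1.09. H3K4me3 loops were fewest between chromosomes 2 and 4 (38 loops, ratio 0.568, 0.404 to 0.776) and most in excess between chromosomes 3 and 4 (127 loops, ratio 1.29, 1.08 to 1.52). The intervals treat loops as independent, but 891 of the 1245 H3K4me3 loops between chromosomes touched the 96 anchors with most tags. The 5 leading H3K4me3 hubs lay on chromosomes 1, 3 and 5. Whether the place of a few hubs set these ratios was not tested. Of the 50 H3K9me2 loops between chromosomes, 44 involved the anchor at 9288 to 13202 of chromosome 2, which holds the uncharacterized gene AT2G01023.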

Values the study reported

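The study reported about 59,000 long-range interactions. It counted 13,220 H3K4me3, 7,885 RNAPII, 10,506 H3K4me1 and 5,020 H3K27me3 loops within chromosomes. It described about 88% of H3K9me2 loops as intergenic-intergenic and over 96% of active loops as promoter-promoter, in a division into promoter and intergenic categories. Of 241 flowering genes it placed 190 in its networks, with 153 in active, 29 in H3K27me3 and 8 in mixed networks, and 51 in none.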

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

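Of the tests in this part, the comparison of H3K27me3 with H3K4me1 anchors of like width, the 2 comparisons by tags relative to the list median and the share of mitochondrial sequence in nuclear anchors were chosen only after the result was seen. Loops that joined an anchor to itself drew attention because the comparisons of span, annotation, overlap and degree left them out. They entered only totals, denominators of interchromosomal shares, anchor genes and summed PETs. There were 220 in the RNAPII list, 1094 in the H3K4me1 list, 807 in the H3K27me3 list and 62 in the H3K9me2 list. The 5 H3K9me2 loops with a mitochondrial anchor, left out of all comparisons, are described here as well. The share of anchors with a loop to themselves was 25.4% in the H3K27me3 list (23.9% to 27%), 16.9% in the H3K4me1 list, 4.87% in the RNAPII list, 2.19% in the H3K9me2 list and 0.0312% in the H3K4me3 list. Among the flowering genes named by rule, the H3K27me3 anchor of AP1 had 158 PETs within itself, that of VIN3 114, that of AG 70, that of FLC 31 and that of TFL1 14.

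A wide anchor has more room for contacts inside it, and a heavily tagged anchor has more pairs. After standardising to the same distribution of widths the H3K27me3 share was 7.29 times the H3K9me2 share (95% bootstrap interval 5.97 to 9.32), which argues against width as the whole cause, while against H3K4me1 the ratio was 0.968 (0.926 to 1.01), so that width could account for the difference between those 2 lists. At like tag counts the H3K27me3 share was 3.68 times the H3K4me1 share (3.53 to 3.84) and 0.128 times the H3K9me2 share (0.0871 to 0.184), but with tags taken relative to the median of the list these ratios were 1.11 (1.06 to 1.18) and 5.69 (4.65 to 7.28). The part played by tags stays open in both comparisons, because the answer turned on whether tag counts were scaled for depth. Compact folding of Polycomb regions remains a hypothesis, and no biological explanation was tested.

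The high share of RNAPII loops between chromosomes was weighed next. A lower PET minimum in that list is argued against, since at 6 PETs within and 8 between chromosomes the share was 44.9% (43.8% to 46.1%), above the 21.3% of H3K4me1. Near-identical sequence at both ends is argued against as well, with 0 of 5748 loops (0%, up to 0.0642%) joining anchors that share 100 bp at 95% identity. Heavily tagged anchors stay open as a possible source: the median tag count at the ends of these loops was 2.15 times that at the ends of loops within a chromosome. The same ratio was 1.77 to 2.21 in the other lists, highest in the H3K4me3 list with an interchromosomal share of only 8.61%. It therefore cannot tell why RNAPII had the highest share. Of loops between 2 anchors in the lower 0.5 of tag counts, 0 of 215 were interchromosomal for RNAPII. The counts were 0 of 410 for H3K4me1, 0 of 258 for H3K27me3, 1 of 1244 for H3K4me3 and 1 of 431 for H3K9me2. Calls between chromosomes thus almost always involved a more heavily tagged anchor in each list. The 45 RNAPII anchors with most tags touched 29.8% of its interchromosomal loops. A biological explanation was not tested.

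Of the 5 mitochondrial loops, 2 joined mitochondrial anchors to each other (11 and 5 PETs), 2 joined the anchor at 9288 to 13202 of chromosome 2 to the mitochondrial genome (9 and 11 PETs) and 1 joined 3312425 to 3315260 of chromosome 2 to it (9 PETs). The last of these anchors lies in a nuclear copy of mitochondrial DNA, with 100% of its length of mitochondrial sequence, whereas the anchor at 9288 to 13202 held 0%, so that shared sequence was found in 1 of the 3 loops between the nuclear and mitochondrial genomes (33.3%, 0.840% to 90.6%), too few to decide. That anchor also took part in 44 of the 50 H3K9me2 loops between chromosomes (88%). Near-identical sequence at both ends was found in 4% of these 50 loops (0.488% to 13.7%) against 2.42% after shuffling partners. The low share argues against such sequence as the cause of most of them. Since most of these loops share that anchor, they are not independent, and shuffling often gives it the same partners again. The anchor had 8212 tags, against a list median of 444. Reads from repeats that the assembly lacks were not tested, and no biological explanation was tested.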

How the results depend on the processing

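Of the tests in this part, the local shift of anchors, the matching on 8 degree classes and the use of 1 list member per 20 kb were chosen after seeing the data, and the other alternatives before the data were examined. No paired analysis was possible because the lists pool the replicates of each antibody, and the alternative of leaving out each replicate could not be run since the files hold no values per replicate. Depth limits which loops pass the PET minimum of a list, and a loop missing from a list is not evidence of no contact. Of 968 values recomputed, 643 were the same by the rule used, 290 moved, 10 changed sides of their expected value, 5 passed the threshold newly and 20 no longer passed it. For values other than the leading ones, these numbers were 559, 236, 8, 5 and 16. The cause was not tested except where stated. Stricter filters leave fewer loops by construction.

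At 10 PETs the loops were 3063 (H3K4me3), 3919 (RNAPII), 4648 (H3K4me1), 2687 (H3K27me3) and 3622 (H3K9me2), the RNAPII interchromosomal share 55%, and median spans 7.19 kb (H3K4me3), 41.4 kb (RNAPII) and 13.3 kb (H3K9me2). At an FDR below 0.001 the loops were 8823 (H3K4me3), 2878 (RNAPII), 5796 (H3K4me1) and 3245 (H3K27me3), and the RNAPII interchromosomal share 1.95%. At 6 PETs within and 8 between chromosomes RNAPII had 7332 loops, 44.9% interchromosomal, a median span of 102 kb, 17.9% across the centromere and 794 hubs, the H3K9me2 span was 19.4 kb, the part of H3K27me3 genes also active was 9.40%, and coverage was 83.1% (active), 42.9% (H3K27me3) and 16.1% (H3K9me2). Among the 5000 intrachromosomal loops of highest PET count, median spans were 7.91 kb (H3K4me3), 195 kb (RNAPII) and 15 kb (H3K9me2), 90.7% of H3K9me2 loops were pericentromeric, 18.6% of RNAPII loops crossed the centromere and 33.5% of H3K4me1 loops were promoter-promoter.

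From inner edge to inner edge the spans were 10.1 kb (H3K4me3) and 19.5 kb (H3K9me2), shorter by construction, and with same-anchor loops kept the RNAPII span was 355 kb. With pericentromeres of under 0.25 of the mean gene density, 78.4% of H3K9me2 loops were pericentromeric. By anchor midpoint, promoter-promoter loops were 32.0% (H3K4me3) and 0.367% (H3K4me1) and intergenic-intergenic loops 90.9% (H3K9me2). By 0.5 of the anchor these were 33.3%, 0.147% and 93.4%. With the anchor midpoint in the gene region 2449 genes were H3K27me3 anchor genes, 13.2% of them also active, and with 1 bp in the promoter 21.9% were. Hubs of degree 10 numbered 752 (RNAPII), 204 (H3K27me3) and 853 (H3K9me2). With loops of 20 kb or more and interchromosomal loops, hubs numbered 503 (H3K27me3) and 902 (H3K9me2), 2 contact tests passed, and P450 genes had 0 active loops against 0.533 (no difference, so the excess was lost). With spans under 100 kb coverage was 65.8% (active), 24.5% (H3K27me3) and 14.5% (H3K9me2).

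The contact of H3K4me3 with H3K4me1 anchors reversed with the rule. With 0.5 of the smaller anchor covered, H3K4me3 anchors lay at H3K4me1 anchors in 0.520% of cases against 18.3% after rotation and the other way in 0.741% against 23.8%, and loops in 0.0138% against 2.38% and 0.0163% against 2.44%. After local shifts of 20 to 200 kb the first share was 26.7% against 29.4%. On 8 degree classes 8 contact tests passed, as many as on 3. With loops of 20 kb or more and interchromosomal loops on 8 degree classes 0 passed: photosynthesis genes had 11 loops against 5.35, triterpene genes 3 against 0.204 and P450 genes 0 active loops against 0.652. With 1 list member per 20 kb 0 passed as well: photosynthesis genes had 9 loops against 1.50, triterpene genes 1 against 0.0295, and clock, P450 and histone genes 0 active loops against 0.0850, 0.641 and 0.139. Leaving out neighbours leaves fewer loops by construction. Of the tests of lists among anchor genes 18 passed with 1 member per 20 kb and 19 without.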

Other observations

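The partners of single genes add detail to the Polycomb network. They were chosen after their values were seen, and each loop belongs to the H3K27me3 list. FLC was joined to the embryo regulator gene BBM across 2569 kb by 12 PETs, to MYB92 across 52.5 kb by 16 PETs, and most strongly among its distant partners to AT5G17080 and 4 neighbouring genes across 2446 kb by 31 PETs. LFY, which sets floral fate, met CUC2, which sets organ boundaries, across 2943 kb with 5 PETs. VIN3 met MYB46, a regulator of secondary walls, across 19188 kb with 12 PETs. AG on chromosome 4 was joined to the cytokinin gene LOG7 on chromosome 5 by 9 PETs, and FT on chromosome 1 to an anchor over WRKY35 on chromosome 2 by 7.

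Within the list of flowering genes, loops joined FCA and LDL3 with 51 PETs, MAF2 and MAF3 with 10, and CO and its neighbour COL1 with 8. These pairs are neighbours, and the list as a whole had no excess of loops between members, with 14 active loops against a random mean of 11.1 (adjusted permutation p = 0.99) and 4 H3K27me3 loops against 2.1 (adjusted permutation p = 0.71). Most anchors of each list belonged to a single connected network: 96.6% of RNAPII, 94.7% of H3K27me3, 92.3% of H3K9me2, 91.9% of H3K4me1 and 78% of H3K4me3 anchors.

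The tests in the next paragraphs were written before their results were seen, but the list of response genes was prompted by the names of the leading RNAPII hubs and written before the values of its members were seen. The leading hubs lay at genes of unknown or little known function, and none of the listed genes was at the 5 anchors of highest degree. To ask whether rapidly induced genes lie at RNAPII hubs, 42 genes known for early induction by wounding or touch were set against random lists of like length and position. Of these, 35 (83.3%, 68.6% to 93.0%) lay at RNAPII anchors of degree 5 or more, against a mean of 3.39 (8.08%) and a highest value of 12 in 10000 random lists (permutation p = 0.00020, the smallest possible). The ethylene response gene ERF4 had a degree of 70, the zinc finger gene SZF1 68, the ethylene synthesis gene ACS6 61, the jasmonate synthesis gene LOX3 55, the calmodulin-like touch gene TCH3 53 and TCH4, which encodes a cell wall enzyme, 49. The jasmonate regulators JAZ5, JAZ1 and MYC2 had 46, 33 and 26, WRKY40 38, and CML38 and DREB1A 0.

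The H3K4me3 list did not share this pattern. Only 2 of the 42 genes were at H3K4me3 hubs against 3.08, and 18 at any H3K4me3 anchor against 17.0, while 40 were at any RNAPII anchor against 8.54 and 0 at any H3K4me1 anchor against 6.25. The lists hold only sites that take part in loops, so a gene at no anchor of a mark can still carry that mark. The 83.3% is what a hypothesis of rapid induction by handling or by live fixation would need: polymerase may have been loaded on these genes when the seedlings were collected and cross-linked at room temperature. Many RNAPII loops were not particular to induced genes, however. The housekeeping reference genes UBQ10, UBQ5 and EF1A4 had 49, 25 and 23, whereas PP2AA3, ACT8, SAND, TIP41L, UBC21 and TUB2 had none. The photosynthesis genes LHCB6 and RBCS1A had 22 each, and LHCB4.3 had none. The share at hubs therefore cannot tell rapid induction from constant high transcription in untouched shoots. That alternative was not tested, and tissue frozen without handling would be needed. The response genes were joined to each other by 9 loops, against 5.32 for random genes of like degree in 3 classes (permutation p = 0.23) and 12.8 in 8 classes (permutation p = 0.36), so no special contact among them was found.

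Another hypothesis was that chromosomes lie with centromeres at one side of the nucleus, which would bring together ends at a like distance from their centromeres. The position of an end was taken as its distance from the centromere over the length of the arm. The Spearman rho between these relative positions at both ends of RNAPII interchromosomal loops was −0.0244. This lay within the range of permuted partners (−0.0260 to 0.0252), so no match of relative positions was found. Distances in Mb were not compared, so the test cannot decide on such an arrangement. The study proposes a Rabl-like arrangement, at least in some stages or cells, from contacts among centromeres and among telomeres. For the 50 H3K9me2 loops the rho was −0.523, outside the range of permuted partners (−0.283 to 0.273), with the anchor near the end of chromosome 2 taking part in 44 of them.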
